A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Regulation of Budding Yeast CENP-A levels Prevents Misincorporation at Promoter Nucleosomes and Transcriptional Defects" (2016).

How the data were processed

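Peak lists from 8 libraries were used, with 1 input and 1 anti-Flag ChIP library from each of 4 *Saccharomyces cerevisiae* strains (*psh1Δ pGAL-3Flag-CSE4*, *pGAL-3Flag-CSE4*, *psh1Δ 3Flag-CSE4* and *3Flag-CSE4*). Asynchronous cultures in lactic acid medium were induced with 2% galactose for 2 h and crosslinked with formaldehyde, and chromatin was digested with MNase. Groups were taken from the deposited sample labels, with 1 library per group.

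The authors aligned paired reads with BWA to the sacCer3 build, kept properly paired fragments of mononucleosome size and high mapping score, and called peaks separately for each library with DANPOS2. For the ChIP libraries they subtracted the input, scaled the signal to the coverage at the centromeres of the same strain, set coverage at the ribosomal DNA to 0, and called peaks above 1 fixed height taken from the centromeres of *3Flag-CSE4*. That height is the same for all strains, so the ChIP lists share a threshold on a centromere-scaled signal. The settings used for the input peaks are not stated. The deposited files give the start and end of each peak in bp. Their score field was 0 in every deposited line, so the lists gave no peak height, fold enrichment or p-value. A stricter height could therefore not be applied to the lists. The coverage tracks that the paper describes were not used. Read depth per library is not in the lists and was not used. The precision given for a share is therefore its 95% Wilson interval from the number of peaks or genes, which covers counting error only and neither depth nor differences between cultures. The intervals of ratios were likewise made from counts.

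Positions were handled in the R64 reference, which is the sacCer3 sequence, with the SGD annotation R64-5-1, and are given counting from 1. Of all peak ends, 0 lay beyond the end of an R64 chromosome. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Mitochondrial peaks were left out of all comparisons by region, gene or chromosome, and kept in the peak counts and in the overlap between ChIP lists.

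Each peak centre was assigned to a region in the order centromere, pericentromere (10 kb on each side), telomere, origin, gene, intergenic. The annotation gave 16 centromeres, 32 telomere features, 360 origins and 6413 nuclear genes. Shares were set against those of the *3Flag-CSE4* input peaks, those of the input of the same strain, and 10000 random draws of as many *3Flag-CSE4* input peaks. Promoters and 3′ ends were the 500 bp upstream of the annotated start and downstream of the annotated end of each gene, counted when overlapped by at least 1 bp, with 100 random draws of input peaks for comparison. Profiles were taken at 10 bp steps. Intergenic regions were convergent, divergent or tandem by the strands of their flanking genes. The flanking gap of a nucleosome was the longer distance to the neighbouring input peaks, split at 65 bp. Overlap between lists required at least 1 bp and was compared with 1000 shuffles of the smaller list onto input peaks. A ChIP peak was on a nucleosome when its centre was within 73 bp of an input peak centre, and 100 random placements of the short lists and 20 of the long ones gave the background. A nucleosome of the *3Flag-CSE4* input counted as retained in another input when a peak there overlapped it by at least 1 bp, and retention was also computed in bins of 20 kb with at least 20 such nucleosomes. The region and share computations were tested on simulated data, on 5 lists of 1000 to 4000 peaks with a known share, and recovered each with an error of 0 percentage points.

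No test between strains was made, because each strain had 1 library of a type. The definitions, comparisons and alternatives were chosen before the data were examined, except the comparisons between chromosomes, the alternative without chromosome XI, the finer gap classes, the split of the *psh1Δ pGAL-3Flag-CSE4* peaks by overlap, and the random draws for gene ends, which were added later. The items named in the text were fixed by a rule that was also set in advance: the 16 centromeres, the genes altered or used in the strains (*PSH1*, *CSE4*, *URA3*, *LEU2*, *GAL1* and *GAL10*), the loci studied by ChIP-qPCR (*SAP4*, *SLP1* and *UTH1*), every *3Flag-CSE4* peak outside a centromere, and the 5 widest *psh1Δ 3Flag-CSE4* peaks outside pericentromeres that were overlapped in both overexpressing strains. Alternatives changed 1 choice at a time. They were a minimum width of 50 bp, merging of peaks within 50 bp, other definitions of a centromeric peak, a pericentromere of 20 kb on each side, genes against the rest only, peaks with no base in a gene, windows of 250 bp, peak centres inside the window, protein-coding genes only, other divisors and other nucleosome maps, intergenic regions of 200 to 1000 bp, a gap of 100 bp, an overlap of at least 50% of a peak, the length of nucleosomal DNA around the peak centre, peaks outside centromeres and pericentromeres, and a distance of 40 bp.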

Results

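The data comprised 8 sequencing libraries from 4 budding yeast strains, and for each library a deposited list of nucleosome-sized peaks was used. The paper states that raw reads and coverage tracks were deposited as well, and these were not used. From each strain there was 1 input library, made from chromatin cut with micrococcal nuclease (MNase, an enzyme that digests the linker DNA between nucleosomes), and 1 ChIP library of Flag-tagged CENP-A Cse4, the histone H3 variant of centromeric nucleosomes. The endogenous *CSE4* gene was deleted in all strains, and in the *3Flag-CSE4* and *psh1Δ 3Flag-CSE4* strains the tagged gene was under its own promoter at another locus. The *pGAL-3Flag-CSE4* strain, and likewise *psh1Δ pGAL-3Flag-CSE4*, also carried a copy under the galactose-inducible *GAL* promoter. Psh1 is the ubiquitin ligase that marks CENP-A Cse4 for breakdown. All cells received 2% galactose for 2 h before harvest. With 1 library per strain and type there were no replicates, so no difference between strains could be set against a replicate spread, and the intervals given here cover counting error only. The lists held no read counts and no peak heights, so the sequencing depth behind each list cannot be read from them.

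Before strains were compared, the labels were checked at the deleted gene. The *PSH1* gene (YOL054W, chromosome XV, 228614 to 229834 of the R64 reference) was overlapped by 8 input peaks in *3Flag-CSE4* and by 8 in *pGAL-3Flag-CSE4*. It was overlapped by 0 input peaks in each of the *psh1Δ* strains, and by 0 ChIP peaks in all 4 strains. In *psh1Δ pGAL-3Flag-CSE4* this check is weak, because *SLP1*, which is not among the altered genes, also had 0 input peaks there. *SLP1* had 10 input peaks in *3Flag-CSE4*, 5 in *psh1Δ 3Flag-CSE4* and 10 in *pGAL-3Flag-CSE4*.

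The comparison of peak number asks how far CENP-A Cse4 spreads when it is overexpressed, when Psh1 is missing, or both. The ChIP lists held 17 peaks in *3Flag-CSE4*, 66 in *psh1Δ 3Flag-CSE4*, 4043 in *pGAL-3Flag-CSE4* and 14199 in *psh1Δ pGAL-3Flag-CSE4*. Without the *GAL* copy, the number was 3.88 times higher in the *psh1Δ* strain. With the *GAL* copy it was 3.51 times higher, and the nuclear DNA under peaks rose 5.61-fold, from 336693 to 1888557 bp. Median peak width was 101, 91, 71 and 91 bp in the same order of strains. The narrowest peak in every list was 41 bp. Of the alternatives tried for the counts, leaving out chromosome XI moved the *psh1Δ 3Flag-CSE4* list the most, to 51 peaks.

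The input lists, which map all nucleosomes, were not of equal size. They held 40108 peaks in *3Flag-CSE4* and 39937 in *pGAL-3Flag-CSE4*, but 31268 in *psh1Δ 3Flag-CSE4* and 18908 in *psh1Δ pGAL-3Flag-CSE4*. The ratio of the *psh1Δ* list to its *PSH1* counterpart was 0.780 without and 0.473 with the *GAL* copy. The share of the nuclear genome under input peaks was 33.3% in *3Flag-CSE4*, 23.4% in *psh1Δ 3Flag-CSE4*, 33.0% in *pGAL-3Flag-CSE4* and 13.2% in *psh1Δ pGAL-3Flag-CSE4*. For this reason the *3Flag-CSE4* input served as the common nucleosome map. Values against the input of the same strain are given for some of the measures.

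All 16 centromeres were overlapped by a ChIP peak in all 4 strains. This was largely set by the calling, because the height was the lowest average coverage of a *3Flag-CSE4* centromere. The signal of each strain was also scaled to its own centromeres. The median width of the centromeric peaks was 101 bp in *3Flag-CSE4*, in *psh1Δ 3Flag-CSE4* and in *pGAL-3Flag-CSE4*, and 391 bp in *psh1Δ pGAL-3Flag-CSE4*, where the widest, over *CEN8*, was 1031 bp. In that strain the centre of the overlapping peak lay inside only 7 of the 16 centromeres, against 16 in *3Flag-CSE4*, 15 in *psh1Δ 3Flag-CSE4* and 16 in *pGAL-3Flag-CSE4*. The exception in *psh1Δ 3Flag-CSE4* was *CEN11*, under a peak of 361 bp. Input peaks overlapped *CEN5* in *3Flag-CSE4*, *CEN11* in *psh1Δ 3Flag-CSE4*, *CEN5* and *CEN6* in *pGAL-3Flag-CSE4*, and 0 centromeres in *psh1Δ pGAL-3Flag-CSE4*.

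Besides the 16 centromeric peaks, the *3Flag-CSE4* list held 1 more, on chromosome IX from 355520 to 355560 (41 bp, sequence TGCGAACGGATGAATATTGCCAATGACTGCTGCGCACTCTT, 51.2% A+T). It lay 68 bp from the edge of *CEN9*. The site is intergenic, between the convergent genes *YIL001W* and *SGN1*, with its centre 59 bp from the end of *YIL001W* and 603 bp from *SGN1*. A ChIP peak overlapped it in the other strains as well, as the map around *CEN9* shows. Within 10 kb of a centromere, centromeres included, lay 17 ChIP peak centres in *3Flag-CSE4*, 50 in *psh1Δ 3Flag-CSE4*, 210 in *pGAL-3Flag-CSE4* and 538 in *psh1Δ pGAL-3Flag-CSE4*.

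**Figure D1:**
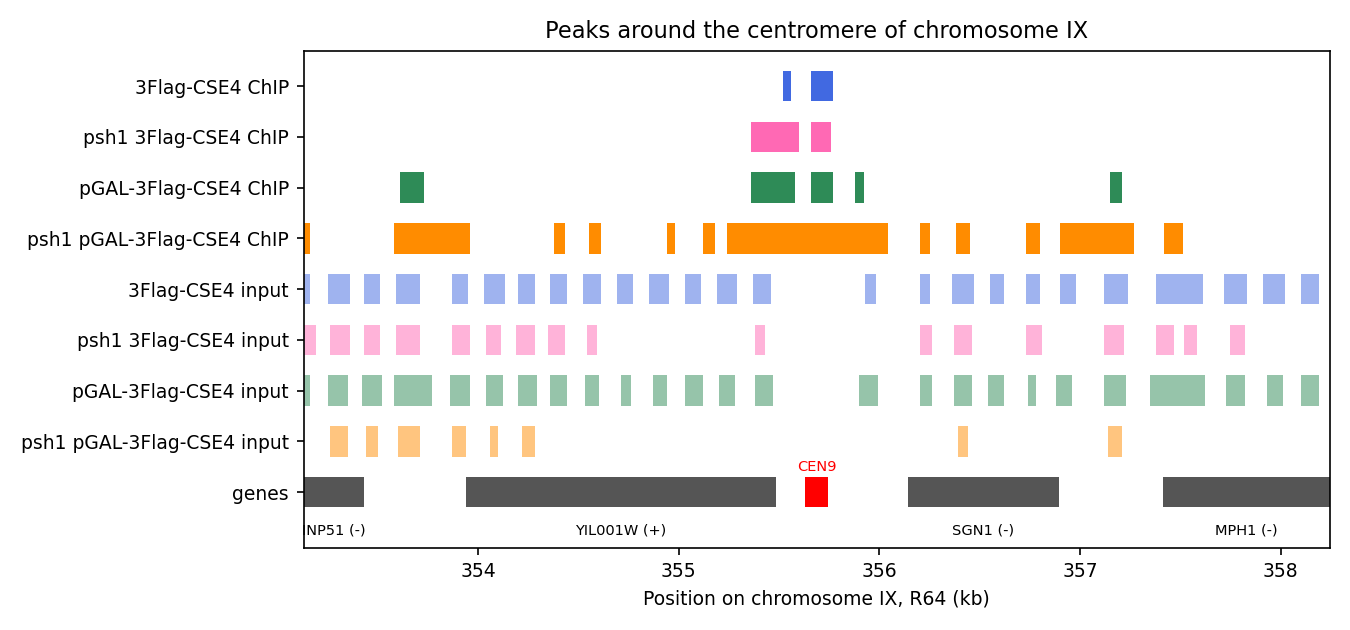
Map of ChIP peaks (upper 4 lanes) and input peaks (lower 4 lanes) of each strain around *CEN9*, with genes as grey boxes and the centromere in red; the horizontal axis is the position on chromosome IX in kb of the R64 reference. The extra *3Flag-CSE4* peak of 41 bp lies left of the centromere, and the peak over *CEN9* widens from 111 bp in *3Flag-CSE4* to 801 bp in *psh1Δ pGAL-3Flag-CSE4*.

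The centre of each peak was then assigned to a region, to ask whether mislocalized CENP-A Cse4 favours a part of the genome. Intergenic DNA held 24.9% of nuclear bases, genes 70.5% and pericentromeres, 10 kb on each side of a centromere, 2.65%. In *psh1Δ 3Flag-CSE4*, pericentromeres held 53.0% of the 66 peaks (95% Wilson interval 41.2 to 64.6%), against 5.88% of the 17 peaks in *3Flag-CSE4* (1.05 to 27.0%). In the overexpressing strains the pericentromeric share was 4.80% (4.18 to 5.50%) with *PSH1* and 3.74% (3.44 to 4.07%) without it. Among the *3Flag-CSE4* input peaks it was 3.14%.

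The intergenic share was 0% in *3Flag-CSE4* (0 of 17 peaks, upper limit 18.4%) and 19.7% in *psh1Δ 3Flag-CSE4* (11.9 to 30.8%). These 2 shares are low because centromeres and pericentromeres were assigned first. The extra *3Flag-CSE4* peak, though between genes, counted as pericentromeric. Of the 16 *psh1Δ 3Flag-CSE4* peaks outside both regions, 13 were intergenic. The intergenic share was 72.1% in *pGAL-3Flag-CSE4* (70.7 to 73.4%) and 58.3% in *psh1Δ pGAL-3Flag-CSE4* (57.5 to 59.1%), against 25.3% of the *3Flag-CSE4* input peaks. Among 10000 random draws of as many input peaks, the share ranged from 23.2 to 27.8% for the *pGAL-3Flag-CSE4* list and from 24.2 to 26.5% for the *psh1Δ pGAL-3Flag-CSE4* list, so 0 draws came as high. Of the alternatives that kept the intergenic class, counting only peaks with no base in a gene lowered the share most, to 58.1% in *pGAL-3Flag-CSE4* and 39.3% in *psh1Δ pGAL-3Flag-CSE4*. The share in *psh1Δ 3Flag-CSE4* fell to 9.80% without chromosome XI. Intergenic enrichment over the input, 2.85-fold in *pGAL-3Flag-CSE4* and 2.31-fold in *psh1Δ pGAL-3Flag-CSE4* on the common map, was 2.46-fold and 1.42-fold on the strains' own inputs, whose intergenic shares were 29.3% and 41.0%.

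Genes held 19.6% of the peaks in *pGAL-3Flag-CSE4* and 36.0% in *psh1Δ pGAL-3Flag-CSE4*, against 70.9% of the *3Flag-CSE4* input peaks. In *psh1Δ 3Flag-CSE4* they held 2 peaks, which were chosen for naming after their values were seen. These lay in *MIF2* (chromosome XI, 273400 to 273450) and in *GRS2* (chromosome XVI, 702190 to 702230). Replication origins, with 0.773% of the bases, held 3.14% of the peaks in *pGAL-3Flag-CSE4* and 1.83% in *psh1Δ pGAL-3Flag-CSE4*.

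**Figure D2:**
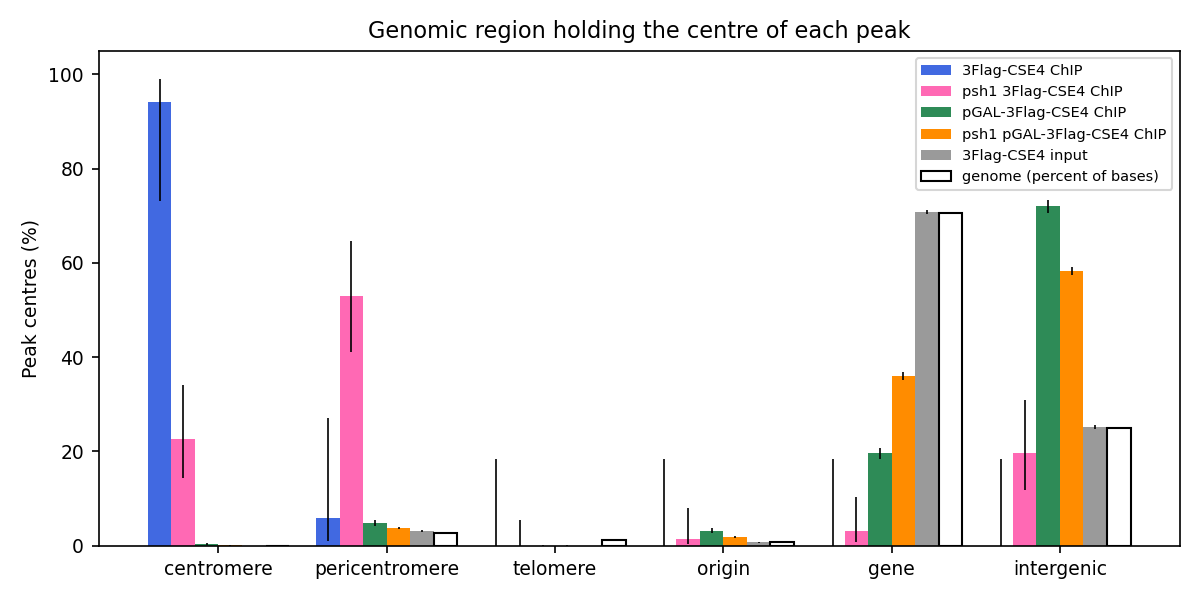
Percent of peak centres (vertical axis) in each genomic region (horizontal axis) for the 4 ChIP lists and the *3Flag-CSE4* input list, beside the percent of nuclear bases in the region; bars are shares of 1 list each and error bars are 95% Wilson intervals for counting error. The intergenic bars reach 72.1% in *pGAL-3Flag-CSE4* and 58.3% in *psh1Δ pGAL-3Flag-CSE4*, against 25.3% of input peaks, and the pericentromeric bar of *psh1Δ 3Flag-CSE4* reaches 53.0%.

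The larger *psh1Δ pGAL-3Flag-CSE4* list was split by whether a peak overlapped a *pGAL-3Flag-CSE4* peak. The 3589 nuclear peaks that did had a median width of 181 bp, and 76.9% (75.5 to 78.3%) were intergenic. The 10608 that did not had a median width of 81 bp, with 52.1% (51.1 to 53.0%) in intergenic regions and 43.1% (42.1 to 44.0%) in genes.

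To ask whether peaks lay at promoters or at 3′ ends of genes, windows of 500 bp upstream of the annotated start and downstream of the annotated end were examined for 6413 nuclear genes. A ChIP peak overlapped the promoter window of 7 genes in *3Flag-CSE4*, 21 in *psh1Δ 3Flag-CSE4*, 3025 (47.2%) in *pGAL-3Flag-CSE4* and 5939 (92.6%) in *psh1Δ pGAL-3Flag-CSE4*. For the 3′ window the numbers were 15, 39, 2608 (40.7%) and 5112 (79.7%). Input peaks of *3Flag-CSE4*, which are more numerous, reached 92.8% of promoter windows and 92.9% of 3′ windows. Over 100 draws of as many input peaks as in the ChIP list, the median was 22.0% of promoters and 20.6% of 3′ ends for *pGAL-3Flag-CSE4*, and 60.6% and 57.9% for *psh1Δ pGAL-3Flag-CSE4*. The draws were matched for number but not for width, and wider peaks reach more windows. Mean width was 101 bp in the input, 83.3 bp in *pGAL-3Flag-CSE4* and 133 bp in *psh1Δ pGAL-3Flag-CSE4*. The draws thus favour a high background for the former strain and a low one for the latter. Shortening the window to 250 bp moved the ChIP shares most in the overexpressing strains, to 38.9% of promoters and 30.7% of 3′ ends in *pGAL-3Flag-CSE4*, and to 88.4% and 72.5% in *psh1Δ pGAL-3Flag-CSE4*.

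Around the annotated start, 2 maxima were seen in the overexpressing strains, and the *3Flag-CSE4* input also had a maximum at the start and another upstream. In *psh1Δ pGAL-3Flag-CSE4*, 57.0% of genes were under a peak 190 bp upstream of the start and 54.6% at 20 bp upstream. Between these maxima the share fell only to 49.9%, and it was 53.9% at the start itself. Only 12.8% were under a peak 200 bp into the gene. In *pGAL-3Flag-CSE4* the share was 15.5% at the start and 13.5% at 220 bp upstream, and it fell to 0.842% at 200 bp into the gene. The *3Flag-CSE4* input was highest at the start, at 58.7%. It fell to 21.8% at 90 bp upstream and rose again to 45.0% at 260 bp upstream. Past the annotated end, the share was highest 190 bp downstream in *pGAL-3Flag-CSE4*, at 14.6%, and 170 bp downstream in *psh1Δ pGAL-3Flag-CSE4*, at 46.6%. The annotation gives the ends of reading frames, not of transcripts, so these positions are relative to the reading frame.

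**Figure D3:**
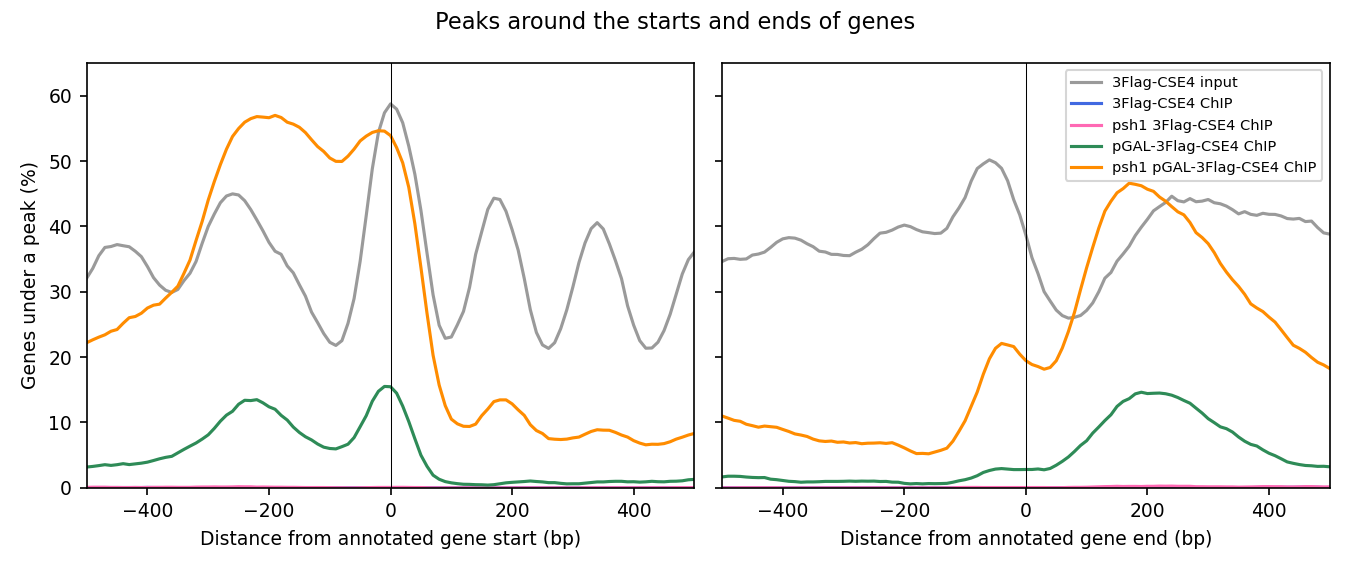
Percent of genes under a peak (vertical axis) at each 10 bp step from 500 bp upstream to 500 bp downstream of the annotated gene start (left) and end (right), in bp; each line is 1 list, the grey line being the *3Flag-CSE4* input. The *psh1Δ pGAL-3Flag-CSE4* line reaches 57.0% at 190 bp upstream of the start and 46.6% at 170 bp downstream of the end, and the *3Flag-CSE4* and *psh1Δ 3Flag-CSE4* ChIP lines stay near 0.

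Intergenic regions were next separated by the direction of the flanking genes, to ask whether the sites follow the direction of transcription. In *pGAL-3Flag-CSE4* there were 0.901 ChIP peak centres per kb in convergent, 0.772 in divergent and 1.20 in tandem regions. In *psh1Δ pGAL-3Flag-CSE4* there were 2.14, 3.02 and 2.76 per kb, and in the *3Flag-CSE4* input 2.54, 3.41 and 3.53 per kb. Divided by the input, the convergent density was 1.57 times the divergent density in *pGAL-3Flag-CSE4* (95% counting interval 1.37 to 1.79) and 0.951 times in *psh1Δ pGAL-3Flag-CSE4* (0.864 to 1.05), a difference not detectable in the latter. The *psh1Δ pGAL-3Flag-CSE4* ratio depended on the divisor and changed sides: it was 0.709 with no division and 1.41 with the input of the same strain. In *pGAL-3Flag-CSE4* it stayed above 1 under these alternatives, at 1.17 and 1.29.

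The next comparison asked whether CENP-A Cse4 prefers nucleosomes with a longer gap to a neighbouring input peak. Each nucleosome of the *3Flag-CSE4* input was classed by the longer of its gaps to the neighbouring input peaks. These peaks had a median width of 91 bp, less than the length of nucleosomal DNA, so a gap can include DNA wrapped on a nucleosome. Only 670 nucleosomes had a gap under 65 bp, against 39269 with a longer one. The split at 65 bp therefore cannot separate nucleosomes beside free DNA from the others, and it differs from the paper's classes of annotated nucleosome-depleted regions. In *pGAL-3Flag-CSE4*, a ChIP peak overlapped 2.54% of nucleosomes with a gap under 65 bp (1.59 to 4.03%) and 9.42% of those with a longer gap (9.14 to 9.72%), a ratio of 3.71. In *psh1Δ pGAL-3Flag-CSE4* the shares were 33.1% (29.7 to 36.8%) and 36.9% (36.4 to 37.4%), a ratio of 1.11 (0.999 to 1.24) that was not distinguishable from 1 at this number of peaks. With the nucleosome map of the same strain in place of the common map, the ratio was 1.30 in *pGAL-3Flag-CSE4* and 0.961 in *psh1Δ pGAL-3Flag-CSE4*. Across gap lengths the relation was not monotonic. The share was highest for gaps of 150 to 199 bp, at 30.4% (28.7 to 32.2%) in *pGAL-3Flag-CSE4* and 73.2% (71.5 to 74.8%) in *psh1Δ pGAL-3Flag-CSE4*, and for gaps of 300 bp or more it was 9.32% and 35.2%.

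**Figure D4:**
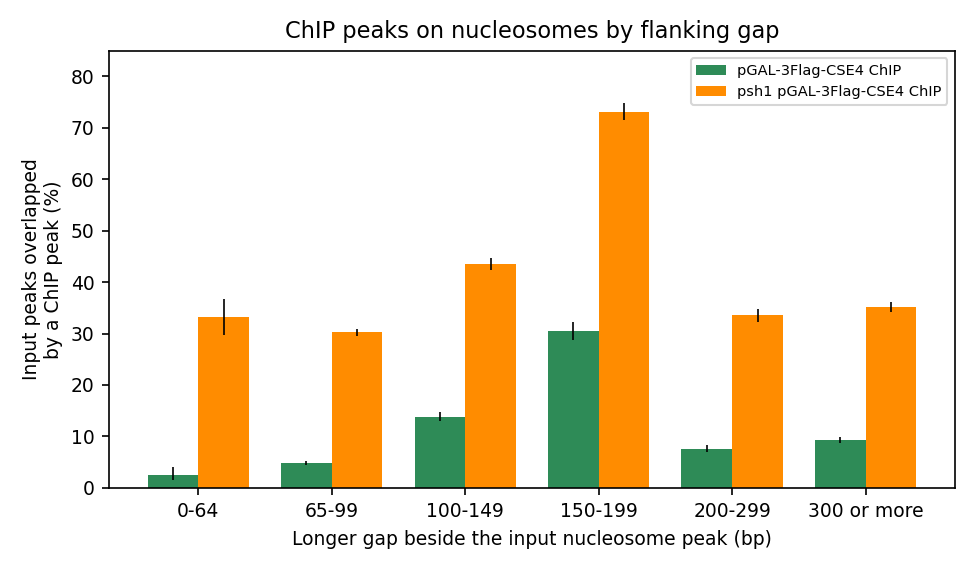
Percent of *3Flag-CSE4* input nucleosomes overlapped by a ChIP peak (vertical axis) by the longer flanking gap in bp (horizontal axis) in the overexpressing strains; bars are shares of 1 list each and error bars are 95% Wilson intervals for counting error. The highest bars, 30.4% in *pGAL-3Flag-CSE4* and 73.2% in *psh1Δ pGAL-3Flag-CSE4*, are those of gaps from 150 to 199 bp.

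The ChIP lists were nearly nested. Each of the 17 *3Flag-CSE4* peaks was overlapped in the other lists, and 65 of the 66 *psh1Δ 3Flag-CSE4* peaks were overlapped in *pGAL-3Flag-CSE4* and 66 in *psh1Δ pGAL-3Flag-CSE4*. The peak without a *pGAL-3Flag-CSE4* counterpart, named after its values were seen, lay on chromosome XI from 440570 to 440630, 413 bp from the centre of *CEN11*. Of the 4043 *pGAL-3Flag-CSE4* peaks, 4033 (99.8%) were overlapped in *psh1Δ pGAL-3Flag-CSE4*. When the peaks were moved to random input nucleosomes, 33.5 to 38.8% were overlapped over 1000 shuffles. Requiring an overlap of at least 50% of the smaller-list peak gave 99.6% for this pair.

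Because centromeres are rich in A+T, the A+T content of peaks was compared with that of input nucleosomes. Its median was 87.1% in the ChIP peaks of *3Flag-CSE4*, 67.4% in *psh1Δ 3Flag-CSE4*, 63.1% in *pGAL-3Flag-CSE4* and 62.3% in *psh1Δ pGAL-3Flag-CSE4*, and the nuclear genome has 61.7%. The medians of the inputs were 60.4%, 61.5%, 62.2% and 61.7%. The excess over the input of the same strain was thus 26.7 percentage points in *3Flag-CSE4* and 0.567 in *psh1Δ pGAL-3Flag-CSE4*. Within regions, the overexpressing strains showed no excess. Intergenic ChIP peaks had 63.4% against 64.9% of input peaks in *pGAL-3Flag-CSE4*, and 63.6% against 64.2% in *psh1Δ pGAL-3Flag-CSE4*. Gene peaks had 60.7% against 60.8%, and 59.3% against 60.2%. In *psh1Δ 3Flag-CSE4*, intergenic ChIP peaks had 65.6% against 64.8%. Outside centromeres and pericentromeres the excess in *psh1Δ 3Flag-CSE4* fell to 2.67 from 5.89 percentage points.

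The share of ChIP peak centres within 73 bp of an input peak centre of the same strain was 5.88% in *3Flag-CSE4* (1.05 to 27.0%), 62.1% in *psh1Δ 3Flag-CSE4* (50.1 to 72.9%), 91.0% in *pGAL-3Flag-CSE4* (90.0 to 91.8%) and 63.6% in *psh1Δ pGAL-3Flag-CSE4* (62.8 to 64.4%). Placed at random in the nuclear genome, the peaks gave medians of 52.9%, 37.9%, 48.5% and 23.0%. Against the *3Flag-CSE4* input the *psh1Δ pGAL-3Flag-CSE4* share was 78.1% and the *pGAL-3Flag-CSE4* share 87.1%.

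At loci used to build the strains, reads from a construct are placed at the native position of the same sequence. Since the endogenous *CSE4* gene was deleted, peaks within its reading frame (YKL049C, chromosome XI, 346075 to 346764) stand for the constructs. It was overlapped by 0 ChIP peaks in the strains without the *GAL* copy, 1 in *pGAL-3Flag-CSE4* and 4 in *psh1Δ pGAL-3Flag-CSE4*. Between *GAL1* and *GAL10* (chromosome II, 278353 to 279020), input peaks covered 9.13% of the bases in *3Flag-CSE4* and 12.1% in *psh1Δ 3Flag-CSE4*, but 81.0% in *pGAL-3Flag-CSE4* and 85.5% in *psh1Δ pGAL-3Flag-CSE4*. *LEU2* (chromosome III, 91324 to 92418) was covered over 9.04% and 7.40% of its length in the inputs without the *GAL* copy and over 100% in both inputs with it. ChIP peaks covered 100% of *LEU2* in *pGAL-3Flag-CSE4* and 84.7% in *psh1Δ pGAL-3Flag-CSE4*. *URA3* had 1 and 3 ChIP peaks in those strains and 0 in the other two. The reading frames of *GAL1* and *GAL10* had 0 peaks in all 8 lists. Among loci that had been examined by ChIP-qPCR, the *SAP4* promoter had 1 ChIP peak in *psh1Δ pGAL-3Flag-CSE4* and 0 elsewhere. The *SLP1* promoter had 1 in each overexpressing strain, and *UTH1* had 0 in all strains.

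Outside centromeres and pericentromeres, *psh1Δ 3Flag-CSE4* had 16 ChIP peaks, all 16 of which were overlapped in both overexpressing strains. Of these, 10 lay on chromosome XI (62.5%, 38.6 to 81.5%), which makes up 5.52% of the nuclear genome, so that 0.884 would be expected there by length. The widest, 101 bp from 346990 to 347090 on chromosome XI, lay between *CSE4* and *ELM1*, with its centre 276 bp from *CSE4*. The peak from 345900 to 345980 (81 bp) lay at the other end of *CSE4*, 135 bp from it. The construct present in all strains carries the *CSE4* promoter and sequence past the end of the gene, so reads from it can be placed at both of these sites. The others among the 5 widest were on chromosome XI from 389130 to 389210 (81 bp, in a replication origin between *TCD2* and *GPX1*), on chromosome XI from 335120 to 335190 (71 bp, between *TMA19* and *OAR1*), and on chromosome III from 29350 to 29410 (61 bp, between *KAR4* and *RDT1*).

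Peak density per chromosome was computed after the share on chromosome XI had been seen. In the input lists, chromosome XI had 3.44 peaks per kb in *3Flag-CSE4*, 3.26 in *psh1Δ 3Flag-CSE4*, 3.42 in *pGAL-3Flag-CSE4* and 3.48 in *psh1Δ pGAL-3Flag-CSE4*. The median of the other chromosomes was 3.33, 2.56, 3.30 and 1.44 peaks per kb. Chromosome XI was the densest chromosome in all 4 inputs, narrowly so with *PSH1*, where it was 1.03 and 1.04 times the median, and by more without it, at 1.27 and 2.42 times. Of the *3Flag-CSE4* input nucleosomes on chromosome XI, 99.6% were overlapped by a peak in the *psh1Δ 3Flag-CSE4* input and 92.4% in the *psh1Δ pGAL-3Flag-CSE4* input. On the other chromosomes these shares ran from 58.2 to 77.8% and from 31.7 to 50.6%. In the *pGAL-3Flag-CSE4* input, chromosome XI was within the range of the others, at 85.9% against 83.3 to 87.5%. ChIP peak density in *psh1Δ pGAL-3Flag-CSE4* was also highest on chromosome XI, at 1.82 per kb against a median of 1.16, whereas in *pGAL-3Flag-CSE4* chromosome XI, at 0.360 per kb, was below chromosome III, at 0.404.

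**Figure D5:**
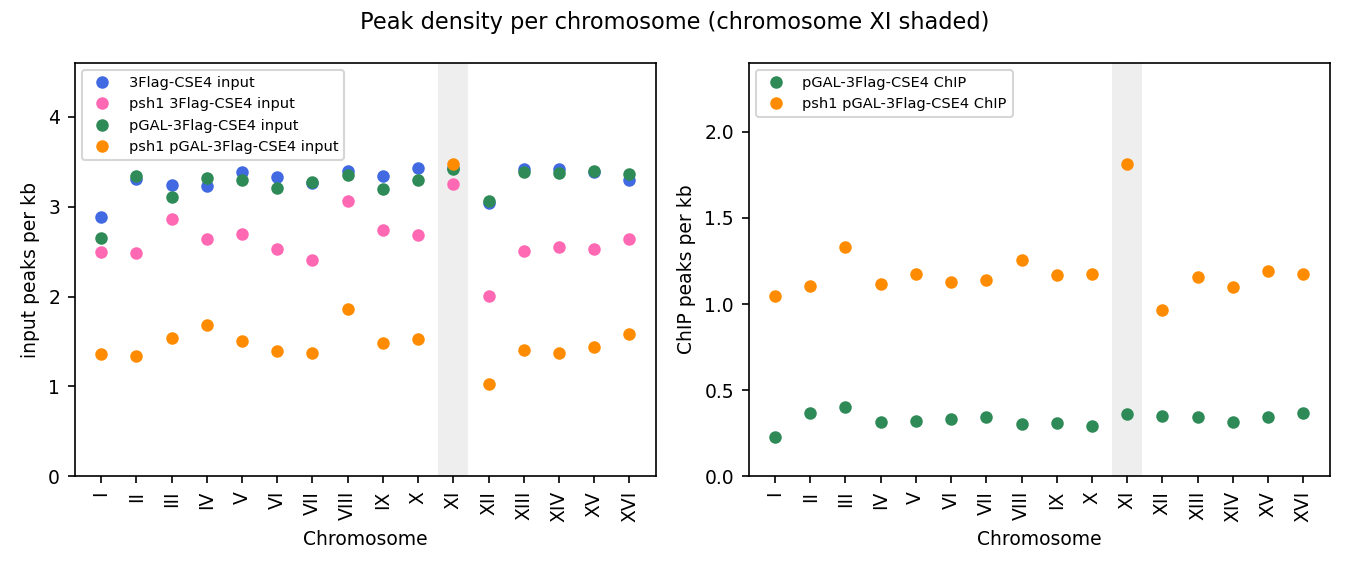
Peaks per kb (vertical axes) on each chromosome (horizontal axes) in the 4 input lists (left) and in the ChIP lists of the overexpressing strains (right); each point is 1 chromosome in 1 list and chromosome XI is shaded. In the *psh1Δ pGAL-3Flag-CSE4* input chromosome XI has 3.48 peaks per kb, against a median of 1.44 on the other chromosomes.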

Values the study reported

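The study reported 17 peaks of CENP-A Cse4 in the *3Flag-CSE4* strain, of which the one outside centromeres lay 150 bp from *CEN9*. It reported 66 peaks in *psh1Δ 3Flag-CSE4*, 4043 in *pGAL-3Flag-CSE4* and 14,199 in *psh1Δ pGAL-3Flag-CSE4*. A promoter peak was given for 7, 21, 3058 (46.5%) and 5921 (90.0%) genes in these strains. A peak at the 3′ end was given for 15, 37, 2638 (40.1%) and 5175 (78.7%) genes.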

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

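The recalculation without chromosome XI was chosen only after the results were seen, whereas the test of the fixed calling height on chromosome XI was planned before its result was known.

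Peaks on mitochondrial DNA entered the list totals but no comparison by region, gene or chromosome, and their extent differed between the lists. Input peaks covered 98.6% of the mitochondrial genome in *psh1Δ 3Flag-CSE4* and 99.3% in *psh1Δ pGAL-3Flag-CSE4*, against 43.1% in *3Flag-CSE4* and 57.3% in *pGAL-3Flag-CSE4*. Whether mitochondrial DNA took a larger share of the reads in both *psh1Δ* inputs was not tested, since the lists hold no read counts. The settings of input peak calling are not stated, and both *psh1Δ* inputs share the deletion, so the calling, the preparation of the chromatin and the genotype all stay open.

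The *psh1Δ pGAL-3Flag-CSE4* ChIP list held 2 mitochondrial peaks, from 50 to 160 and from 85610 to 85690 of the 85779 bp sequence, and the other ChIP lists held 0. They lie near both ends of the sequence as the reference writes it. No explanation of these peaks, technical or biological, was tested.

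Deletion of *PSH1* went with opposite changes in the strains without and with the *GAL* copy for 3 measures, and the difference was not tested, since each strain had 1 library. The intergenic share of ChIP peaks was 19.7 percentage points higher without and fell by 13.7 with the *GAL* copy, a difference of 33.4 points between the changes. The pericentromeric share was 47.1 points higher and fell by 1.06, a difference of 48.2 points. The share of ChIP peaks on an input nucleosome of the same strain was 56.2 points higher and fell by 27.4, a difference of 83.6 points. The background moved as well: peaks placed at random gave medians of 48.5% in *pGAL-3Flag-CSE4* and 23.0% in *psh1Δ pGAL-3Flag-CSE4*, and of 52.9% and 37.9% in the strains without the *GAL* copy.

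Part of these differences comes from the starting list, because 16 of the 17 *3Flag-CSE4* peaks lay at centromeres, and so the other regions had little share to lose. The rise of the intergenic share without the *GAL* copy also rested on chromosome XI: without that chromosome the share in *psh1Δ 3Flag-CSE4* was 9.80% in place of 19.7%. For the lower intergenic share with the *GAL* copy, a candidate explanation is the fixed calling height, which passes weaker sites as the signal rises. On chromosome XI of *psh1Δ pGAL-3Flag-CSE4*, where ChIP peaks were densest, the intergenic share was 42.4% (39.7 to 45.2%). This was below the lowest other chromosome (III, 49.3%), which is what this explanation requires. The input peaks of that strain also had a lower share there, 24.9% against 43.2% on the other chromosomes together. The lower ChIP share on chromosome XI therefore cannot be ascribed to the calling height alone. In *pGAL-3Flag-CSE4* the ChIP share on chromosome XI was 70.0%, close to the 72.2% on the others. An effect of Psh1 on where CENP-A Cse4 is retained remains open and was not tested.

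The share on input nucleosomes depends on the nucleosome map. Against the *3Flag-CSE4* input the share in *psh1Δ pGAL-3Flag-CSE4* was 78.1% in place of 63.6%, and the random background of that strain was lower too, so its shorter input list may account for much of the drop. The changes stayed opposite on that map, at 59.3 points higher without the *GAL* copy and a change that fell by 8.97 points with it. Only 1 centromere had a *3Flag-CSE4* input peak, and so the low share in *3Flag-CSE4* describes centromeres.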

How the results depend on the processing

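The alternatives that left out chromosome XI or compared gaps of 150 to 199 bp with the rest were chosen only after the results were seen. No paired analysis was possible because each group held 1 library. A stricter height could not be run, since the lists give no heights, and for *3Flag-CSE4* no peak remained outside centromeres and pericentromeres for the A+T comparison.

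Of 125 recomputed values of 48 results, 79 stayed within the counting interval or within 1.5 times the main count, 46 moved beyond it and 0 reversed. A reversal was counted only for a ratio whose main interval excluded 1 or an A+T difference whose interval excluded 0. Counts, shares and overlaps could not be counted as reversed. The convergent to divergent and gap ratios of *psh1Δ pGAL-3Flag-CSE4*, which crossed 1 under an alternative, are thus among the values that moved. All 24 recomputed peak counts stayed within 1.5 times the main count. The shares of overlap between lists stayed within their counting intervals when at least 50% of a peak had to be shared. The values that moved follow, with *pGAL-3Flag-CSE4* before *psh1Δ pGAL-3Flag-CSE4* where no strain is named.

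With the peak centre required inside the centromere, 7 centromeres counted in *psh1Δ pGAL-3Flag-CSE4*, whose peaks there were wider. A pericentromere of 20 kb on each side gave intergenic shares of 69.7 and 56.5% and pericentromeric shares of 7.99 and 7.04%. Genes against the rest only gave 89.4% outside genes in *psh1Δ 3Flag-CSE4*, 79.1 and 61.7%, by construction higher. Peaks with no base in a gene gave 58.1 and 39.3%, by construction lower. A minimum width of 50 bp gave 61.0% in *psh1Δ pGAL-3Flag-CSE4*. The intergenic share was lower in *psh1Δ pGAL-3Flag-CSE4* than in *pGAL-3Flag-CSE4* under each of these settings. Over the input of the same strain, intergenic enrichment was 2.46 and 1.42.

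Without chromosome XI, the intergenic share was 9.80% in *psh1Δ 3Flag-CSE4* and 59.8% in *psh1Δ pGAL-3Flag-CSE4*, and 0.198% of promoters and 0.395% of 3′ ends had a peak in *psh1Δ 3Flag-CSE4*.

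Windows of 250 bp, by construction lower, gave promoter shares of 0.0156% in *3Flag-CSE4*, 38.9 and 88.4%, and 3′ shares of 0.0936% in *3Flag-CSE4*, 30.7 and 72.5%. Peak centres inside the window gave 41.4 and 89.6% of promoters and 39.0 and 76.0% of 3′ ends. Protein-coding genes only gave 49.1 and 94.2% of promoters.

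The convergent to divergent ratio was 1.17 and 0.709 undivided, 1.29 and 1.41 with the input of the same strain, and 1.80 in *pGAL-3Flag-CSE4* for regions of 200 to 1000 bp. No direction can be given for this ratio in *psh1Δ pGAL-3Flag-CSE4*. The gap ratio was 1.30 and 0.961 with the map of the same strain. In *psh1Δ pGAL-3Flag-CSE4* it was 1.37 for a gap of 100 bp and 2.14 for gaps of 150 to 199 bp against the rest.

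Over the length of nucleosomal DNA around the peak centre, the A+T excess was 23.1 points in *3Flag-CSE4*, 1.36 and 0.680. Outside centromeres and pericentromeres it was 2.67 points in *psh1Δ 3Flag-CSE4*. The share on nucleosomes was 82.4 and 58.0% within 40 bp, and 87.1 and 78.1% on the *3Flag-CSE4* map. Except where stated, the cause was not tested.

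Read depth is not in the lists, and the read numbers that the paper gives for each library were not used. List sizes were therefore compared without a correction for depth.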

Other observations

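All tests in this part were chosen only after the results were seen, except the test of weaker input peaks by their intergenic share on chromosome XI, which was planned before its result was known.

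Chromosome XI had a higher input peak density than the other chromosomes in both *psh1Δ* strains. A hypothesis for this is an extra copy of chromosome XI in the cells of both *psh1Δ* cultures. It requires the excess to run along the whole chromosome. In *psh1Δ 3Flag-CSE4*, where chromosome XI retained nearly all nucleosomes, bins along the chromosome add nothing to that value. In *psh1Δ pGAL-3Flag-CSE4*, where it did lose some, 100% of the 33 bins of 20 kb on chromosome XI retained more *3Flag-CSE4* nucleosomes than any of the 557 bins elsewhere, the lowest at 84.9% against at most 71.4%. In the *pGAL-3Flag-CSE4* input 0 of the 33 bins stood above all others. Amplification around *CSE4* alone is argued against by the nucleosomes more than 50 kb from that gene, of which 92.3% were retained in *psh1Δ pGAL-3Flag-CSE4*, against at most 50.6% on another chromosome. Sequence or mappability of the chromosome is argued against by the inputs with *PSH1*, where its density was at most 1.04 times the median chromosome. Lower depth or signal alone would have removed peaks from all chromosomes alike, whereas chromosome XI retained 99.6% in the *psh1Δ 3Flag-CSE4* input. An extra copy may thus be present, but the lists carry no read depth, so copy number was not measured, and a chromosome-wide difference in chromatin stays open. Whether all cells or a part of them would carry it was not tested.

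The lower number of nuclear input peaks in *psh1Δ* cells could reflect nucleosomes lost from the chromatin. Chromosome XI retained 92.4% in *psh1Δ pGAL-3Flag-CSE4*, above the 85.9% of the *pGAL-3Flag-CSE4* input, so no loss was seen there. This does not exclude loss on the other chromosomes, because chromosome XI may differ from them in its chromatin, and an extra copy would hide a partly lower occupancy. A larger share of mitochondrial reads is another candidate. It was raised by the mitochondrial coverage itself, 98.6% in *psh1Δ 3Flag-CSE4* against 43.1% in *3Flag-CSE4*, so that coverage cannot test it. Read counts, which would measure that share, are not in the lists.

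The intergenic share of input peaks was 41.0% in *psh1Δ pGAL-3Flag-CSE4*, against 25.3% in *3Flag-CSE4*. Weaker peaks within genes could have fallen under the calling height. On chromosome XI of *psh1Δ pGAL-3Flag-CSE4* the share was 24.9%, while on the other chromosomes together it was 43.2%. Chromosome XI had a like share of 24.9% in *3Flag-CSE4*, but 29.4% (27.6 to 31.3%) in *pGAL-3Flag-CSE4*. This decides nothing, because chromosome XI retained 92.4% of the nucleosomes, which by itself holds its share near that of *3Flag-CSE4*. Weak peaks under the calling height cannot be told apart from a real loss of nucleosomes within genes, since the lists give no peak heights.

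Of the 16 ChIP peaks outside pericentromeres in *psh1Δ 3Flag-CSE4*, 10 lay on chromosome XI. An extra copy of the chromosome could also raise these sites over a fixed calling height. It requires an excess along the chromosome and not only near *CSE4*, and 5 of the 10 (50%) lay more than 50 kb from that gene, where 0.750 would be expected by length. The other 5 lay nearer, where 0.133 would be expected, a denser excess than an even one along the chromosome, so an extra copy alone leaves the concentration near *CSE4* unexplained, and 10 peaks are too few to decide. Sites on chromosome XI that bind CENP-A Cse4 more readily in any strain cannot be told apart from an extra copy: all 10 were overlapped in *pGAL-3Flag-CSE4*, as were the 6 on other chromosomes, and the lists give no heights to rank them. Peaks beside *CSE4* may also hold reads from the *CSE4* constructs, and this was not tested. Binding that depends on Psh1 at these sites remains open and untested.

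In the part of chromosome XII that holds the annotated ribosomal DNA repeats, 451575 to 467569, all 4 ChIP lists held 0 peaks in the repeat genes, where coverage had been set to 0 before peaks were called.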
